A study of Homo sapiens with 18 samples. Its data were reported in "The collateral activity of RfxCas13d can induce lethality in a RfxCas13d knock-in mouse model" (2023).

How the data were processed

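Gene expression was measured by mRNA sequencing in 18 libraries of HEK293T cells stably expressing RfxCas13d, 3 libraries in each of 6 groups, collected 24 h after transfection. The authors trimmed the reads with Trim Galore, aligned them with Subread, counted them per gene with featureCounts and computed FPKM, which scale reads to the exon length of a gene and to the reads assigned in the library (versions not stated). The authors tested for DEGs with DESeq2. The deposited table holds these FPKM values for 28265 genes with the exon length of each gene, per the file headers, and all 18 FPKM columns were used. Multiplying FPKM by length and by 1 factor per library gave whole numbers, within 0.001 reads, for 100% of the 379274 values above 0, and these numbers are called reads here. Library totals ran from 7263587 to 11287174 reads, so that 1 read in a gene of 1 kb equals 0.0886 to 0.138 FPKM. The labels name the hg38 build, but of 27168 genes compared only 1160 had an end within 1000 bases of the GRCh38 position. The coordinates printed here are therefore those of GENCODE 44 on GRCh38, found by gene symbol. Positions in the table were used only relative to each other, to find neighbouring and divergent genes. The library kit kept no strand, so reads of antisense and overlapping genes are uncertain, as are those of near-identical copies such as histone genes, ribosomal protein pseudogenes and small RNAs within host genes.

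Each targeting crRNA was compared with NT crRNA on the same plasmid, in a fit of those 6 libraries. The crRNAs of a target were compared with each other, the plasmids with NT crRNA with each other, and an interaction over all 18 libraries compared the mean effect of the Sik3 crRNAs with that of the tdTomato crRNAs. Genes with at least 10 reads, scaled to the median library, in at least 3 libraries and at least 15 reads in all were tested. FPKM were scaled by trimmed means of M values (30% of M and 5% of A trimmed) computed on the reads, a pseudocount of 0.1 FPKM was added and log2 taken. limma 3.58.1 in R 4.3.3 fitted the values (lmFit, then eBayes with trend and robust), with Benjamini-Hochberg adjustment over the genes of a comparison. A gene was called, and is described as upregulated, downregulated, risen or fallen, at an adjusted p under 0.05 and a change of at least 2-fold. A test for counts had been chosen before the data were examined. The table gives FPKM, and limma on log2 FPKM was used in its place, with limma-voom on the reads as an alternative. edgeR and DESeq2 were not used, a choice, since the recovered reads would have allowed a test for counts. Fold changes of individual genes are on the log2 scale with their standard error.

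Before the data were examined, the comparisons, thresholds, 22 gene lists, the rule for named genes and most alternatives were fixed. The named genes were SIK3, ACTB, GAPDH, MAP3K20, EIF2AK2 and those the study names. To these were added the 12 common genes with the largest smallest change, 6 genes per direction and comparison, 4 per list and 5 per direction for the remaining comparisons, each at a mean of at least 1 CPM (reads per library total) where ranked by change. The lists were tested with camera at a preset correlation of 0.01 where at least 3 members were tested, adjusted over lists and the 4 main comparisons, and again with an estimated correlation. The second test has few degrees of freedom with 6 libraries, so a list that does not pass it is left undecided. A list of 13 mitochondrially encoded mRNAs had 0 members in the table, so it and a scaling to those genes could not be used. Lists of activated T cell, epithelial and hepatocyte genes were added after the data were seen.

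A fold against a group with 0 reads is given as a lower bound against 3 reads over the 3 libraries. Against 1 to 3 reads it is a ratio with a 95% Clopper-Pearson interval from scipy 1.17.1, which covers counting error only, since reads are not independent molecules. Simulated data with shared controls gave the overlap expected with no effect. The test was run on simulated changes placed in the tdTomato crRNA 4 comparison: of 50 genes each, 25 passed the adjusted p at 1.5-fold, where no call is made because a call asks for 2-fold. Calls numbered 26 at 2-fold, 45 at 3-fold and 48 at 4-fold, and 4 of 15518 unchanged genes were called. Alternatives were median-of-ratios and total-count scaling, no filter or 1 CPM in 3 libraries, 1 fit of all 18 libraries, replicate numbers as a block, other thresholds, thinning to the smallest library, a pseudocount of 1, SIK3 left out and each library left out in turn. Added after the data were seen were limma-voom on the reads, leaving out leukocyte genes, and leaving out each library with the genes tested kept as with all libraries. The replicate numbers of tdTomato crRNA 4 differ between titles and descriptions, and the titles were followed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.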

Results

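The series measured gene expression by RNA sequencing in HEK293T cells, a human embryonic kidney line, that stably express RfxCas13d, an RNA-guided RNase. The cells were transfected with a plasmid encoding a target RNA together with a crRNA and collected 24 h later. The target was tdTomato, a red fluorescent protein that has no human counterpart, or SIK3, a protein kinase. There were 6 groups of 3 libraries. With the tdTomato plasmid the cells received NT crRNA, tdTomato crRNA 4 or tdTomato crRNA 7, and with the SIK3 plasmid NT crRNA, Sik3 crRNA 1 or Sik3 crRNA 8. Reads assigned to genes numbered 9266698 to 11287174 per library for tdTomato NT, 7764597 to 8926225 for tdTomato crRNA 4 and 7543658 to 8453051 for tdTomato crRNA 7. They numbered 8440328 to 10673491 for SIK3 NT, 7263587 to 8070971 for Sik3 crRNA 1 and 7985959 to 8374729 for Sik3 crRNA 8. Libraries of 1 group resembled each other, with Pearson r of log2 values across genes between 0.976 and 0.985. In a principal component analysis of all 18 libraries the first component held 49.6% of the variance. The 6 NT libraries lay between -61.1 and -44.4 on it and the 12 targeting libraries between 1.40 and 42.6. All p-values measure the spread between libraries, and the labels do not say whether the libraries of a group came from separate cultures.

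SIK3 was measured first, as a check of the labels in every library. In the tdTomato libraries it stood at the endogenous level, with means of 101 ± 15 CPM (reads scaled to the library total; SD, n = 3) for NT crRNA, 84.1 ± 12.4 for crRNA 4 and 94.6 ± 24.8 for crRNA 7. With the SIK3 plasmid and NT crRNA it reached 4976 ± 959 CPM, a log2 fold change of 5.59 (SE 0.15, limma adjusted p = 4.77e-07) over tdTomato NT. The libraries labelled Sik3 crRNA 1 held 14234 ± 2867 CPM and those labelled Sik3 crRNA 8 held 13175 ± 1410. The 6 libraries labelled with a Sik3 crRNA lay between 11986 and 17462 CPM, above the 3 SIK3 NT libraries, which lay between 4258 and 6066. The log2 fold change against SIK3 NT was 1.503 (SE 0.17, adjusted p = 0.00239) for crRNA 1 and 1.44 (SE 0.14, adjusted p = 0.00028) for crRNA 8. Reads counted on human SIK3 therefore went up where the label names a crRNA against it, the opposite of a knockdown. So these 6 libraries are named by their labels throughout. The study designed these crRNAs against Sik3-S, a short isoform, and examined them in mouse N2a cells. How fully reads of its plasmid are counted on human SIK3 is not known. In HEK293T cells given RfxCas13d, SIK3-S and Sik3-S crRNAs by transfection, the study reports a knockdown of SIK3-S. Any direction for Sik3 targeting rests on those labels. tdTomato is not a human gene and has no value in the table, so its own level could not be compared. The human SIK3 locus lies on chromosome 11 from 116843402 to 117098437 (minus strand, GRCh38), and the table does not separate plasmid reads from reads of the endogenous gene.

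**Figure D1:**
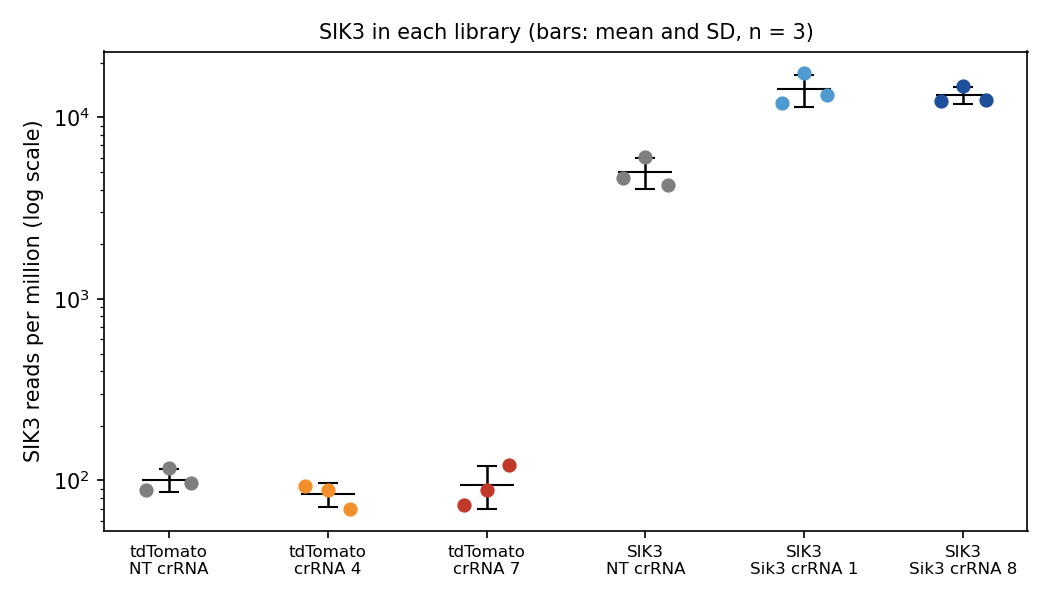
SIK3 level in CPM in each of the 18 libraries (log axis), by group, with the mean and SD of each group. The libraries labelled with a Sik3 crRNA lie between 11986 and 17462 CPM, above the SIK3 NT libraries at 4258 to 6066 CPM.

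The comparison of tdTomato crRNA 4 with NT crRNA asks what targeting a transfected RNA does to the transcripts of the cell itself. Immediate early genes, which answer a stimulus without new protein synthesis, led the response. FOS, a subunit of the AP-1 transcription factor (chromosome 14, 75278826 to 75282230), was upregulated from 0.92 ± 0.133 to 98.8 ± 23.7 FPKM (mean ± SD, n = 3), a log2 fold change of 6.58 (SE 0.18, limma adjusted p = 2.33e-07). EGR1, a zinc finger transcription factor (chromosome 5, 138465479 to 138469303), was upregulated from 1.05 ± 0.213 to 128 ± 23.8 FPKM, or 6.81 on the log2 scale (SE 0.17, adjusted p = 1.79e-07). JUN, the partner of FOS in AP-1, was upregulated from 54.4 ± 5.38 to 470 ± 67.8 FPKM. Of 16308 genes tested, 1218 were upregulated and 25 downregulated, so that 98.0% of the DEGs rose. Of 32 tested members of the immediate early list 21 rose and 11 did not pass, and 21 rose when adjusted over the list alone. This list holds genes the study named from these samples and is not independent evidence. Its median log2 fold change was 1.58, with a camera adjusted p = 1.39e-15 at the preset correlation and an adjusted p = 0.348 with an estimated correlation. Other members were IER2 at 3.20, ARC at 2.95, FOSB at 2.55, JUNB at 2.34 and ATF3 at 2.31, while NR4A3 (0.82) and NR4A1 (0.05) did not pass. Of 15 MAPK feedback genes, which switch off kinase signalling, 5 rose: the phosphatases DUSP1 (2.37), DUSP6 (1.73), DUSP10 (1.27, named after its value was seen) and DUSP5 (1.14), and the inhibitor SPRY4 (1.05). The camera adjusted p for that list was 0.000117, and the adjusted p = 0.386 with an estimated correlation. Of 52 histone genes 16 rose and 36 did not pass, and 17 rose when adjusted over the list alone. Among them were H4C9 at 4.50 (SE 0.45) and the linker histone H1-5 at 3.53 (SE 0.25). The list had a camera adjusted p = 3.38e-06 and an adjusted p = 0.404 with an estimated correlation, and reads of near-identical histone copies cannot be assigned with certainty. H2AC7 had 120 reads over its 3 targeting libraries against 2 with NT crRNA, a ratio of 73.7 (95% counting interval 19.97 to 616). RNY3, a Y RNA, had 100 against 2, a ratio of 61.4 (16.6 to 514), H4C6 a ratio of 65.7 (17.8 to 550) and the uncharacterised LOC105378614 one of 32.6 (8.58 to 276). Without tdTomato NT replicate 1 the ratios of RNY3, H4C6 and LOC105378614 were 38.5, 41.2 and 20.4. Without replicate 2, which held their NT reads, they were at least 27.8-fold, 29.7-fold and 14.7-fold higher. Of the 22 G2/M genes none passed at 2-fold with limma, and none with limma-voom, but 15 were lower at an unadjusted p under 0.05, with TOP2A at -0.44, MKI67 at -0.42, NUSAP1 at -0.41 and CCNF at -0.55. Their median was -0.31, with a camera adjusted p = 5.96e-07 and an adjusted p = 0.348 with an estimated correlation. CEBPB (1.92) and GDF15 (2.05) rose among 25 integrated stress response genes (camera adjusted p = 0.128), SNHG12 (1.26) and SNHG15 (1.15) among 13 snoRNA host genes (0.107) and CDKN2B (1.60) among 9 cell cycle inhibitors and D cyclins (0.0770). Of 18 p53 target genes 0 passed with limma, 1 when adjusted over the list alone and 1 with limma-voom, while 6 were higher at an unadjusted p under 0.05. The list passed (camera adjusted p = 0.0392, and adjusted p = 0.682 with an estimated correlation). Downregulated genes included PARP12, an ADP-ribosyltransferase, at -1.48 (SE 0.32), and LRTM1 at -1.45. With a pseudocount of 1 the counts were 677 up and 3 down, and PARP12, LRTM1, DUSP5, DUSP6, EGR2 and SPRY4 were not called. SPRY4 was also not called with no filter, with the title replicate numbers as a block (adjusted p = 0.0776; it was with the description numbers) or without tdTomato NT replicates 1, 2 and 3 (1.09, 0.98 and 1.07), and RNY3 not without replicates 1 and 3 (adjusted p = 0.0705 and 0.0524). Without tdTomato crRNA 4 replicate 1 the upregulated count was 731, and 921 with the genes tested kept as with all libraries. The downregulated count was 14 without tdTomato NT replicate 3 (19 with the genes kept) and 39 without tdTomato crRNA 4 replicate 3 (41).

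The tdTomato crRNA 7 comparison asks the same with another crRNA against the same target. FOS reached 188 ± 1.73 FPKM (SD, n = 3), a log2 fold change of 7.53 (SE 0.10, limma adjusted p = 7.89e-10), and EGR1 142 ± 13.4 FPKM, or 6.97 (SE 0.13, adjusted p = 7.72e-09). JUN was upregulated to 621 ± 26.9 FPKM and SOCS1, a suppressor of cytokine signalling (chromosome 16, 11254417 to 11256204), from 1.02 ± 0.647 to 29.0 ± 4.05 FPKM. Of 16310 genes tested, 1693 were upregulated and 91 downregulated, 94.9% of the DEGs rising. Of 33 immediate early genes 23 rose and 10 did not pass, and 24 rose when adjusted over the list alone, with the same limit on independence. Their median was 2.12, with a camera adjusted p = 5.98e-18 and an adjusted p = 0.348 with an estimated correlation. ARC, an activity-regulated synaptic gene, rose by 5.04 (SE 0.18), IER2 by 3.75 and JUNB by 3.35. The 5 MAPK feedback genes that rose, of 15, were DUSP1 at 3.15, DUSP5 at 1.87, DUSP6 at 1.84, SPRY4 at 1.68 and DUSP10 at 1.55 (named after its value was seen). That list had a camera adjusted p = 0.00264 and an adjusted p = 0.348 with an estimated correlation. Of 25 integrated stress response genes 3 rose and 22 did not pass: CEBPB, a bZIP transcription factor, at 2.94, the secreted stress factor GDF15 at 2.45, and PPP1R15A, a phosphatase regulator, at 1.27. The list had a median of 0.18 and a camera adjusted p = 0.50. Of 79 ribosomal protein genes 10 rose, among them RPL36A at 2.87, RPS27 at 1.63 and RPS28 at 1.5. At an unadjusted p under 0.05 and any fold, 30 members were higher and 21 lower. The list had a camera adjusted p = 0.218. These genes have many processed pseudogenes, so their reads are uncertain. Of 13 snoRNA host genes SNHG12 (1.95), SNHG3 (1.37) and SNHG15 (1.33) rose. The camera adjusted p was 0.00371 and the adjusted p = 0.391 with an estimated correlation. NEAT1, the scaffold RNA of paraspeckles, rose from 20.2 ± 0.95 to 47.3 ± 1.41 FPKM, and MIAT rose by 1.5, while MALAT1 and 5 more of the 8 nuclear lncRNAs did not pass. The cell cycle inhibitors CDKN2B and CDKN1C rose by 1.88 and 1.63, the other 7 members of that list not passing. Among p53 target genes GADD45A (1.32) and PLK3 (1.24) rose and 16 of 18 did not pass. Of 54 histone genes 20 rose, with H4C9 at 4.38, and the same number rose when adjusted over the list alone. Their median was 0.08 and the camera adjusted p was 0.107. Small RNAs with 1 to 3 NT reads included MIR4666A, with a ratio of 59.7 (95% counting interval 10.2 to 2406), RNY3 with 39.4 (10.4 to 332), MIR425 with 22.0 (7.12 to 110), and the histone H2AC7 with 90.1 (24.5 to 751). The macrophage markers CD68 and CD14 rose by 2.41 and 1.75, while ITGAM, a further myeloid marker, was lower by 0.97 (adjusted p = 0.0444), under the fold threshold, and was called lower by limma-voom. The T cell transcripts IFNG and IL2RA had 125 and 83 reads against 0 in the NT libraries, at least 52.9-fold and 35.1-fold higher than a floor of 3 reads over the group. Replicate 3 alone held 87 of the IFNG reads, and without it they were at least 23.5-fold and 18.6-fold higher. Without tdTomato NT replicate 1 they were at least 33.2-fold and 22.0-fold higher, MIR425 at least 13.8-fold, and the ratios of MIR4666A and RNY3 were 37.4 and 24.7. Without tdTomato NT replicate 2 these 2 RNAs were at least 13.5-fold and 17.8-fold higher. Downregulated genes included MRPS24, a mitochondrial ribosomal protein with a near-identical copy, at -2.10 (SE 0.28), the neuronal membrane protein GPM6A at -1.62, ALB at -1.59 and NBPF9 at -1.65, whose copies share reads. HSPA6, a heat shock gene, rose by 1.92 and CRYAB, named after its value was seen, by 2.34 among 12 heat shock genes (camera adjusted p = 0.203). The G2/M genes had a median of -0.13, with a camera adjusted p = 0.0482, and an adjusted p = 0.586 with an estimated correlation. With total-count scaling their adjusted p was 0.0745. With Sik3 crRNAs 1 and 8 their medians were -0.09 and -0.11 (camera adjusted p = 0.0743 and 0.289). A pseudocount of 1 gave 1034 up and 13 down, and EGR2, DUSP6, SPRY4, MIAT, CDKN1C, PLK3, HSPA6, IL2RA, GPM6A, ALB and NBPF9 were not called. PLK3 was not called without tdTomato NT replicate 1 (0.81) or crRNA 7 replicate 3 (adjusted p = 0.0505), nor ALB without crRNA 7 replicate 3 (0.0569), nor MIR425 after thinning (0.0567) or without tdTomato NT replicates 2 and 3 (0.0855 and 0.0759). Without tdTomato NT replicate 3 the downregulated count was 58, and 71 with the genes tested kept as with all libraries.

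The libraries labelled Sik3 crRNA 1 were compared with SIK3 NT to ask what targeting a transfected SIK3 transcript does. FOS was higher there by a log2 fold change of 5.94 (SE 0.16, limma adjusted p = 5.66e-08), from 1.94 ± 0.389 to 125 ± 20.9 FPKM (SD, n = 3). EGR1 was higher by 5.78 (SE 0.13, adjusted p = 8.13e-09), from 1.67 ± 0.161 to 97.9 ± 16.5 FPKM. SOCS1 was upregulated to 11 ± 2.28 FPKM and the orphan receptor GPR61 to 9.47 ± 2.46 FPKM. HSPA6, a heat shock protein made only on stress (chromosome 1, 161524540 to 161526894), fell from 59.1 ± 18.3 to 1.21 ± 0.385 FPKM, a log2 fold change of -5.49 (SE 0.28, adjusted p = 5.25e-05). The fall of HSPA6 starts from a control that was itself high. Its mean was 139 CPM in SIK3 NT, 0.411 CPM in tdTomato NT and 2.88 CPM with Sik3 crRNA 1. Of 16013 genes tested, 664 were upregulated and 15 downregulated, so 97.8% of the DEGs rose. Of 33 immediate early genes 18 rose and 15 did not pass, against 20 when adjusted over the list alone, again not independent evidence. ARC rose by 3.23, IER2 by 2.88 and FOSB by 2.62, while EGR2 at 1.04 did not pass (adjusted p = 0.106). The list had a median of 1.24, a camera adjusted p = 5.83e-21 and an adjusted p = 0.348 with an estimated correlation. DUSP1 (2.07) and SPRY4 (1.37) were the 2 of 15 MAPK feedback genes that rose. The camera adjusted p was 0.00298 and the adjusted p = 0.348 with an estimated correlation. In the integrated stress response list GDF15 (2.68), CEBPB (1.67) and DDIT3 (1.27), which encodes the CHOP transcription factor, rose and 22 did not pass. That list had a median of 0.25, a camera adjusted p = 0.00312 and an adjusted p = 0.348 with an estimated correlation. GADD45A rose by 1.28, the 1 of 18 p53 target genes to do so, in a list with a camera adjusted p = 0.00154 and an adjusted p = 0.348 with an estimated correlation. Of 50 histone genes 10 rose, and 12 when adjusted over the list alone, with H1-5 at 4.12 and H4C9 at 3.68. The camera adjusted p was 0.0154 and the adjusted p = 0.585 with an estimated correlation. SNHG12 (1.39) was the 1 snoRNA host gene of 13 that rose, in a list with a camera adjusted p = 0.000357 and an adjusted p = 0.391 with an estimated correlation. RNF151 at 4.32 (SE 0.58) and ZC2HC1B at 4.01 (SE 0.30) were upregulated from 6 and 4 reads over the 3 SIK3 NT libraries. In the heat shock list HSPA6 was the only 1 of 11 genes to pass. DNAJB1, a co-chaperone, was at -0.92 (adjusted p = 5.85e-05) and HSPA8 at -0.42 (adjusted p = 0.138). DNAJB1 was also high in the control, at 223 CPM in SIK3 NT against 103 CPM in tdTomato NT and 119 CPM with Sik3 crRNA 1. The list median was -0.40, with a camera adjusted p = 2.56e-05 and an adjusted p = 0.348 with an estimated correlation. Genes of activated lymphocytes were among the 15 downregulated: IFNG, the cytokine interferon gamma (chromosome 12, 68154768 to 68159740), at -5.48 (SE 0.44), the protease gene GZMB at -4.60, the interleukin 2 receptor chain IL2RA at -1.98 and CYTIP at -1.60. Other leukocyte transcripts were present in the libraries labelled crRNA 1, with PTPRC at 8.67 ± 2.28 CPM against 10.2 ± 1.99 in SIK3 NT and TMSB4X at 33.4 ± 11.5 against 25.2 ± 2.47. IFNG had 4 reads in the 3 libraries labelled crRNA 1 against 327 in SIK3 NT, so its fitted fold depends on the pseudocount. CDKN2B (1.08) rose among 9 cell cycle inhibitors and D cyclins (camera adjusted p = 0.0215, and adjusted p = 0.385 with an estimated correlation). A pseudocount of 1 gave 377 up and 5 down, and SPRY4, CDKN2B and CYTIP were not called. CYTIP was also not called in 1 fit of all 18 libraries (adjusted p = 0.0544). limma-voom ended the call of GZMB, as did leaving out Sik3 crRNA 1 replicate 2 (adjusted p = 0.0545). SPRY4 was not called with no filter or without SIK3 NT replicates 2 and 3 (adjusted p = 0.0786 and 0.107). Without Sik3 crRNA 1 replicate 2, 383 genes were upregulated, and 459 with the genes tested kept as with all libraries. The downregulated count was 8 without SIK3 NT replicate 1 (11 with the genes kept), 6 without SIK3 NT replicate 3 (9), and 24 and 23 without Sik3 crRNA 1 replicates 1 and 3 (24 and 22).

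The libraries labelled Sik3 crRNA 8 address the same question with another crRNA. FOS was upregulated to 147 ± 25.8 FPKM (SD, n = 3), a log2 fold change of 6.15 (SE 0.16, limma adjusted p = 7.7e-08), and EGR1 to 71.0 ± 11 FPKM, or 5.30 (SE 0.12, adjusted p = 5.2e-09). SOCS1 was upregulated by 5.15 (SE 0.60) to 21.8 ± 5.74 FPKM. HSPA6 fell to 2.43 ± 0.855 FPKM, or -4.57 (SE 0.32, adjusted p = 0.000318). This fall too starts from the high SIK3 NT level, and its mean of 5.53 CPM stayed above the 0.411 CPM of tdTomato NT. Of 16031 genes tested, 1228 were upregulated and 54 downregulated, 95.8% of the DEGs rising. Of 33 immediate early genes 23 rose and 10 did not pass, the same number as when adjusted over the list alone and with the same limit. IER2 rose by 3.52, JUN by 2.68, JUNB by 2.54 and EGR2 by 1.70. The median was 1.66, the camera adjusted p was 2.51e-16 and the adjusted p = 0.348 with an estimated correlation. MAPK feedback genes rose in 5 of 15 cases, with DUSP1 at 2.40, DUSP5 at 1.34, SPRY4 at 1.27, DUSP6 at 1.24 and DUSP10 at 1.10 (named after its value was seen). The camera adjusted p was 0.0154 and the adjusted p = 0.391 with an estimated correlation. Of 25 integrated stress response genes 7 rose, among them CEBPB (3.06, SE 0.16), GDF15 (2.21), PPP1R15A (1.30) and DDIT3 (1.25). The list median was 0.26, with a camera adjusted p = 0.0103 and an adjusted p = 0.391 with an estimated correlation. Of 79 ribosomal protein genes 10 rose and 69 did not pass, with RPL36A at 2.37 and RPS28 at 1.83. Their median was 0.23, with a camera adjusted p = 1.9e-06 and an adjusted p = 0.497 with an estimated correlation. SNHG12 (1.94), SNHG3 (1.29) and SNHG15 (1.22) rose among 13 snoRNA host genes, in a list with a camera adjusted p = 1.62e-05 and an adjusted p = 0.391 with an estimated correlation. The p53 targets GADD45A (1.52), PLK3 (1.08) and BBC3 (1.04), which encodes a proapoptotic protein, rose. The camera adjusted p was 0.0282 and the adjusted p = 0.348 with an estimated correlation. CDKN2B (1.54) and CDKN1C (1.18) rose among 9 cell cycle inhibitors and D cyclins, with a camera adjusted p = 0.0195 and an adjusted p = 0.348 with an estimated correlation. Of 48 histone genes 9 rose, with H1-5 at 4.18, and H1-3, named after its value was seen, fell by 1.01 (camera adjusted p = 0.185). The vault RNA VTRNA1-1 had 67 reads against 3 in SIK3 NT, a ratio of 27.1 (95% counting interval 8.90 to 135), and MIR3925 67 against 1, a ratio of 81.4 (14.1 to 3264). Heat shock genes had a median of -0.25, with DNAJB1 at -0.82 and HSPA8 at -0.46. HSPA6 was the 1 of 12 that passed, with a camera adjusted p = 0.0282 and an adjusted p = 0.391 with an estimated correlation. Downregulated genes were LHFPL3-AS2 at -1.86, the cytochrome P450 gene CYP2C18 at -1.84 (SE 0.24), ALB at -1.75 and RFX3-AS1 at -1.73. IFNG and GZMB were not called with crRNA 8, and the test of their difference between the crRNAs is given with that comparison. MIAT (1.08) rose among 8 nuclear lncRNAs. A pseudocount of 1 gave 745 up and 7 down, and EGR2, DUSP6, SPRY4, PLK3, BBC3, CDKN1C, MIAT, CD68, ALB, LHFPL3-AS2 and RFX3-AS1 were not called. BBC3 was not called without SIK3 NT replicate 2 (0.98) or Sik3 crRNA 8 replicate 2 (0.94), PLK3 and MIAT not without SIK3 NT replicate 1 (both 0.87) and SPRY4 not with no filter or without SIK3 NT replicate 3 (adjusted p = 0.0575). MIR3925 was not called without SIK3 NT replicates 2 and 3 (0.0632 and 0.0514), nor VTRNA1-1 without replicate 2 (0.0823). With replicate numbers as a block neither was called (adjusted p = 0.0555 and 0.0636). The ratio of MIR3925 was 52.5 without Sik3 crRNA 8 replicate 2 and 52.6 without SIK3 NT replicate 2. Without SIK3 NT replicate 1 MIR3925 was at least 17.4-fold higher and the ratio of VTRNA1-1 was 52.1. The downregulated count was 35 without SIK3 NT replicate 1 (55 with the genes tested kept as with all libraries), 30 without SIK3 NT replicate 3 (47) and 86 without Sik3 crRNA 8 replicate 3 (93).

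The study took the genes shared by its 4 sets as the common response. Of 15453 genes tested in all 4 comparisons, 454 were upregulated in every comparison and 0 downregulated in every comparison. limma-voom also gave 0 downregulated in all 4, whereas 871 genes were lower in all 4 at an unadjusted p under 0.05 and 236 at an adjusted p under 0.05 with any fold. At least 1 comparison upregulated 2124 genes and at least 1 downregulated 168. The 454 comprised 228 protein-coding genes, 148 lncRNAs, 28 small RNAs and 50 of other types. After FOS and EGR1, the largest common changes were in GPR61 (chromosome 1, 109539872 to 109548406), with log2 fold changes between 3.71 and 5.36, H4C9 with 3.68 to 4.50 and SOCS1 with 3.57 to 5.15. They went on with H1-5 (3.53 to 4.18), the microRNA host MIR7-3HG (3.52 to 4.64), LOC101927402 (3.49 to 4.44), COA6-AS1 (3.12 to 4.13), SCARNA14 (3.00 to 4.67) and the sperm tail gene ODF4 (2.99 to 3.51). H2AC7 also rose in all 4, by 3.06 and 3.31 with the Sik3 crRNAs. With Sik3 crRNA 1, H2AC7 and MIR7-3HG were not called without SIK3 NT replicate 1 (adjusted p = 0.0826 and 0.0881), and MIR7-3HG not after thinning (0.110). COA6-AS1 lies antisense to another gene, and the library kit kept no strand, so its reads can belong to either. Among the genes the study named, FOS, FOSB, JUN, JUNB, EGR1 and ATF3 rose in all 4 and EGR2 in 3. NR4A3 at 0.82 to 0.96, CSRNP1 at 0.43 to 0.55 and NR4A1 at -0.26 to 0.05 did not pass in any. The study's text names NR4A3, CSRNP1 and NR4A1 in an enrichment of transcription factors among its common genes. That is a measure other than their own RNA level, so these values do not test it. With a pseudocount of 1 there were 273 common upregulated genes.

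**Figure D2:**
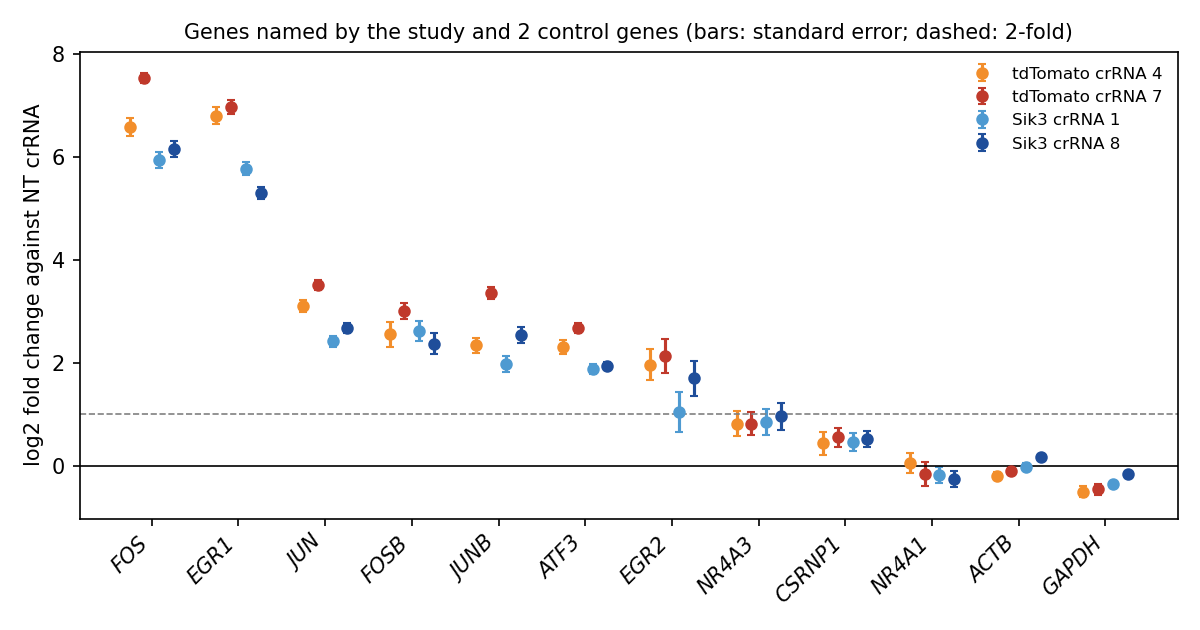
Log2 fold change of the named genes with each targeting crRNA against NT crRNA, with its standard error (3 libraries against 3). FOS lies between 5.94 and 7.53 and EGR1 between 5.30 and 6.97, while NR4A1 lies between -0.26 and 0.05. The study's text names NR4A1 in an enrichment of transcription factors, a measure other than its own RNA level.

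Other groups of genes moved little or in part. Of 12 genes the study used as targets or sensors only SIK3 passed, in the libraries labelled with Sik3 crRNAs. Their median was -0.25 with tdTomato crRNA 4 (camera adjusted p = 0.00196, and adjusted p = 0.391 with an estimated correlation). It was -0.29 with crRNA 7 (camera adjusted p = 0.00998, and adjusted p = 0.348 with an estimated correlation). GAPDH, a glycolytic enzyme, lay between -0.50 and -0.17, ACTB between -0.20 and 0.17, MAP3K20, the kinase ZAK, between -0.40 and -0.13, and EIF2AK2, the kinase PKR, between -0.26 and -0.13. The 15 unfolded protein response genes had 0 called by limma and 0 by limma-voom in any comparison, with 4, 5, 7 and 8 higher and 5, 3, 2 and 3 lower at an unadjusted p under 0.05. XBP1 lay between 0.35 and 0.62, MANF between 0.63 and 0.93 and PDIA6 between -0.50 and -0.35. In the interferon list OASL (2.19 with tdTomato crRNA 7, named after its value was seen) was the 1 call over the 4 comparisons. NFKBIA, the inhibitor of NF-kB, rose with tdTomato crRNA 7 (1.13), the 1 call of the NF-kB list, and lay at 0.69 to 0.84 with the others. The 22 G1/S genes had 0 calls by limma and by limma-voom, with CDT1 between -0.41 and -0.27 and MCM4 between -0.42 and -0.23. At an unadjusted p under 0.05, 6, 12, 3 and 10 of them were lower. Their median was -0.23 with tdTomato crRNA 7 (camera adjusted p = 0.00399), -0.09 with Sik3 crRNA 1 (0.0316) and -0.13 with Sik3 crRNA 8 (0.0111). With an estimated correlation these were adjusted p = 0.432, 0.391 and 0.391. Among 20 ribosome biogenesis genes NOP16 rose with tdTomato crRNA 7 (1.08) and RRS1 with Sik3 crRNA 8 (1.04, but 0.99 after thinning and 0.95 without Sik3 crRNA 8 replicate 2). The ribosomal protein list had a median of -0.09 and a mean of 0.00 with tdTomato crRNA 4. There RPL36A (2.00), RPS29 (1.33) and RPS27 (1.02) rose, while with Sik3 crRNA 1 RPL36A (1.83), RPS28 (1.32), RPS29 (1.26) and RPS27 (1.10) rose. At an unadjusted p under 0.05 and any fold, 18 of the 79 were higher and 27 lower with tdTomato crRNA 4, and 29 and 25 with Sik3 crRNA 1. RPS27 was not called with tdTomato crRNA 4 at a pseudocount of 1 (0.99), nor without tdTomato NT replicate 3 (0.91) or crRNA 4 replicates 1 and 3 (0.92 and 0.99). It was not called with Sik3 crRNA 1 without SIK3 NT replicates 2 and 3 (0.82 and 1.19) or Sik3 crRNA 1 replicates 2 and 3 (1.02 and 1.07), nor with no filter (1.07) or with replicate numbers as a block (adjusted p = 0.110). Olfactory receptor and keratin-associated genes, which are silent in most cells, rose in part. OR2B2 (2.34 to 3.13), OR2B6 (2.07 to 2.81) and KRTAP5-1 (1.68 to 2.42) were upregulated in all 4, with 6 of 25, 7 of 26, 3 of 22 and 6 of 23 tested members upregulated. With Sik3 crRNA 1, 4 rose when adjusted over the list alone. TAS2R50 (-1.10) and TAS2R13 (-1.38) fell with tdTomato crRNA 7, TAS2R43 (-1.18) with Sik3 crRNA 1 and OR2D2 (-1.03) with Sik3 crRNA 8, all named after their values were seen. Of the immune and blood markers, CD14, a macrophage receptor, rose in all 4 (1.47 to 1.75) and CD68 in all but Sik3 crRNA 1. CD14 was not called with Sik3 crRNA 1 with no filter (adjusted p = 0.0539) or without SIK3 NT replicate 3 (0.052). CD68 was not called with tdTomato crRNA 4 at a pseudocount of 1 (0.80) or after thinning (adjusted p = 0.0574), nor without tdTomato NT replicates 1 and 3 (0.0518 and 0.0544) or crRNA 4 replicates 1 and 2 (0.0579 and 0.0509). KRTAP5-1 was not called with Sik3 crRNA 8 without SIK3 NT replicate 1 (0.0503) or Sik3 crRNA 8 replicate 2 (0.0506). FCER1G (1.94 and 2.83) rose with tdTomato crRNA 4 and Sik3 crRNA 8 and LYZ (1.93) with tdTomato crRNA 7. SNAP25 (1.17), named after its value was seen, was the 1 neuronal marker called, with tdTomato crRNA 4, and 0 fibroblast or endothelial markers were called by limma, by limma-voom or at an unadjusted p under 0.05. The neuronal markers had a median of 0.67 with Sik3 crRNA 1 (camera adjusted p = 0.0397, and adjusted p = 0.385 with an estimated correlation). Median, mean and camera differed in sign for the interferon list with tdTomato crRNA 4 and both Sik3 crRNAs, the fibroblast and endothelial list in all 4, the ribosomal protein list with tdTomato crRNA 4, the study's targets and sensors with Sik3 crRNA 8, and the unfolded protein response with both tdTomato crRNAs. None of these passed camera. Of 84 tests of a list in a comparison, 31 passed camera at the preset correlation and 0 with an estimated correlation. The smallest unadjusted camera p with an estimated correlation was 0.00523, for the immediate early list with tdTomato crRNA 7. The correlations estimated between members ran from -0.24 to 0.63 over lists and comparisons, against the preset 0.01. Where an estimate above 0.01 holds, the p-value at the preset correlation is too small. The test with an estimated correlation also has few degrees of freedom with 3 libraries against 3. So 0 passing does not argue against any list, and passing at the preset correlation alone does not settle one.

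Across genes, the change went with the number of exons. Genes with 1 exon had median log2 fold changes of 0.66, 0.81, 0.43 and 0.67 with tdTomato crRNAs 4 and 7 and Sik3 crRNAs 1 and 8, and 31.8%, 40.9%, 17.2% and 33.6% of them were upregulated. Genes with 10 or more exons had medians of -0.12, -0.14, -0.08 and -0.14, with 2.42%, 3.50%, 1.56% and 2.44% upregulated. H4C9, JUN, SOCS1, IER2 and OR2B2 are examples of upregulated genes with few or no introns. Spearman's rho across genes between log2 fold change and exon number was -0.42, -0.39, -0.35 and -0.41, and between log2 fold change and exon length -0.30, -0.34, -0.29 and -0.39. With the other of the 2 and the mean level held fixed, the partial rank correlations were weaker, at -0.28, -0.22, -0.22 and -0.24 for exon number and -0.14, -0.20, -0.15 and -0.23 for length. Genes are not independent replicates, so no p-value is drawn from these. Noncoding genes were frequent among the upregulated: 343 of 1366 tested lncRNAs rose with tdTomato crRNA 4, 429 of 1358 with crRNA 7, 190 of 1280 with Sik3 crRNA 1 and 312 of 1288 with Sik3 crRNA 8. Protein-coding genes made up 52.1%, 55.5%, 53.8% and 56.0% of the upregulated genes against 85.1%, 85.1%, 85.7% and 85.6% of the tested ones. The 6 small noncoding RNAs RN7SL1, RN7SL2, RN7SL3, RN7SK, RPPH1 and RMRP took 3.99% ± 0.274 of the reads (SD, n = 3) with tdTomato NT, 6.64% ± 1.44 with crRNA 4 and 8.30% ± 0.233 with crRNA 7. They took 4.07% ± 0.249 with SIK3 NT, 5.96% ± 0.685 with Sik3 crRNA 1 and 7.83% ± 1.12 with Sik3 crRNA 8.

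**Figure D3:**
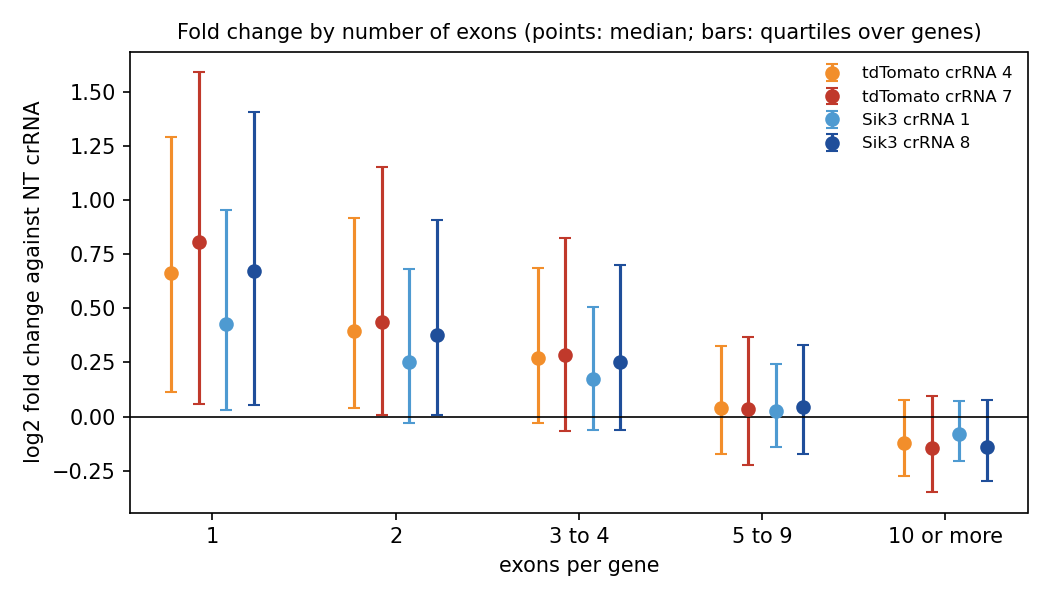
Median log2 fold change of tested genes by number of exons, for each of the 4 targeting crRNAs against NT crRNA, with bars from the 25th to the 75th percentile across genes. Genes with 1 exon have medians of 0.43 to 0.81 and genes with 10 or more exons medians of -0.14 to -0.08.

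The 4 comparisons shared many DEGs. Both tdTomato crRNAs upregulated 1033 genes, where 109 would be shared by independent lists, and both Sik3 crRNAs 565 (43.6). Each of these pairs uses the same 3 NT libraries, which makes its changes covary. In simulated data with shared controls and no effect, 0 genes were upregulated in both and the covariance of log2 fold changes was 0.0223 (tdTomato) and 0.0221 (Sik3), against 0.394 and 0.255 observed. Pairs across targets share no library. There tdTomato crRNA 7 and Sik3 crRNA 8 shared 985 upregulated genes (116 for independent lists), tdTomato crRNA 4 and Sik3 crRNA 8 730 (81), tdTomato crRNA 7 and Sik3 crRNA 1 600 (61.6), and tdTomato crRNA 4 and Sik3 crRNA 1 519 (44.2). Pearson r of the log2 fold changes across genes was 0.843, 0.779, 0.799 and 0.799. FOS, EGR1, GPR61 and SOCS1 were in every overlap.

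The direct comparison of the tdTomato crRNAs asks whether they differ from each other. ARC was higher with crRNA 7 than with crRNA 4 by a log2 fold change of 2.09 (SE 0.20, limma adjusted p = 0.00792), as was the AP-1 subunit JUNB by 1.01 (SE 0.11, adjusted p = 0.0157). FOS differed by 0.95 (SE 0.16, adjusted p = 0.0546) and EGR1 by 0.16 (adjusted p = 0.666), neither of which passed. The vault RNA VTRNA1-3 was higher by 2.83 (SE 0.21), with 1480 against 218 reads, KLKP1 by 2.48, the erythroid transcription factor NFE2 by 2.24 and FAM71A by 1.76. Lower with crRNA 7 were OR10A2 (-1.86), LINC01362 (-1.43), SNORD98 (-1.23) and KCNQ5-IT1 (-1.03). In all, 28 of 16331 genes were higher and 4 lower. Their number depended on single libraries: it was 100 without tdTomato crRNA 4 replicate 1, 8 without its replicate 2, 5 without tdTomato crRNA 7 replicate 2 and 7 without its replicate 3. With the genes tested kept as with all libraries it was 99 and 8 without tdTomato crRNA 4 replicates 1 and 2 and 21, 0 and 0 without tdTomato crRNA 7 replicates 1, 2 and 3. Without replicate 2 or 3 of crRNA 7 the adjusted p of ARC was then 0.0555 and 0.0536, and JUNB was not called without 4 of the 6 libraries. KLKP1, LINC01362, SNORD98, KCNQ5-IT1 and OR10A2 lost their call without 5 of them, FAM71A without 4 and VTRNA1-3 and NFE2 without 2. limma-voom gave 56, a test against a fold of 1.5 gave 0, and 2088 genes had an unadjusted p under 0.05 with limma.

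The direct comparison of the libraries labelled Sik3 crRNA 8 and Sik3 crRNA 1 gave 28 genes higher and 3 lower of 16102. The lymphocyte genes GZMB and IFNG were higher with crRNA 8, by 4.62 (SE 0.36, limma adjusted p = 0.0131) and 4.37 (SE 0.53, adjusted p = 0.0201). GZMB had 383 reads against 12 and IFNG 129 against 4. IL2RA differed by 1.99 and did not pass (adjusted p = 0.0525). CEBPB was higher with crRNA 8 by 1.39 (SE 0.22), the homeobox gene DLX3 by 1.60 and LINC02875 by 1.62. LOC108783645 (-2.40), ASB9P1 (-1.52) and LINC00618 (-1.03) were lower. SIK3 differed by -0.06 (SE 0.14), FOS by 0.22 and EGR1 by -0.47, and none of them passed. The count was 6 without Sik3 crRNA 1 replicate 1, and 15, 0 and 2 without Sik3 crRNA 8 replicates 1, 2 and 3. With the genes tested kept as with all libraries these were 6, 16, 1 and 5. GZMB was then called without each of the 6 libraries (4.35 to 5.09), and IFNG was not called without Sik3 crRNA 8 replicates 1, 2 and 3 (adjusted p = 0.0644, 0.0592 and 0.0876). DLX3, ASB9P1 and LOC108783645 lost their call without each of the 6 libraries, LINC02875 without 5, CEBPB without 4 and LINC00618 without 3. With all libraries 2395 genes had an unadjusted p under 0.05 with limma, and limma-voom gave 59.

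The plasmids were compared with NT crRNA in both groups, to see what the SIK3 plasmid changes with no targeting. Besides SIK3, the stress-inducible HSPA6 was higher with the SIK3 plasmid, at 139 ± 43.8 CPM (SD, n = 3), a log2 fold change of 7.76 (SE 0.31, limma adjusted p = 1.59e-05). In every other group its mean was at most 5.53 CPM. DNAJB1 was also higher, by 1.09 (SE 0.07, adjusted p = 3.64e-05), at 223 ± 12.5 CPM. Transcripts of leukocytes were present with the SIK3 plasmid and nearly lacking with tdTomato NT. IFNG and IL2RA had 327 and 247 reads against 0, at least 112-fold and 84.3-fold higher than a floor of 3 reads over the group. CD2 and CD3E, T cell surface genes, were at least 36.5-fold and 23.5-fold higher. GZMB had 530 reads against 3, a ratio of 181 (95% counting interval 61.5 to 880), and CYTIP 102 against 3, a ratio of 34.8 (11.6 to 172). SIK3 NT replicate 1 held 354 of the GZMB reads, and without it the ratio was 93.9. It was 113 and 376 without tdTomato NT replicates 1 and 3. Without tdTomato NT replicate 1 IFNG, IL2RA, CD2 and CD3E were at least 70.0-fold, 52.9-fold, 22.9-fold and 14.8-fold higher. PTPRC, the pan-leukocyte marker CD45, stood at 10.2 ± 1.99 CPM against 0.140 ± 0.122, and TMSB4X, an actin-binding peptide, at 25.2 ± 2.47 against 0.760 ± 0.497. In total 79 of 16019 genes were higher and 13 lower, among the latter LOC286059 (-1.77), LSMEM1 (-1.40), PINCR (-1.35), the mucin gene MUC19 (-1.31) and the readthrough NME1-NME2 (-1.31), whose reads are uncertain. FOS differed by 1.0 (adjusted p = 0.0552) and EGR1 by 0.64 (adjusted p = 0.160) and did not pass. The count of 92 fell to 9, 8 and 3 without SIK3 NT replicates 1, 2 and 3 and to 59 without tdTomato NT replicate 3. A gene expressed in 1 group of 2 libraries fails the filter, which asks for 3, and with the genes tested kept as with all libraries the counts were 56, 66, 43 and 56. HSPA6, IFNG, IL2RA, CYTIP and DNAJB1 were then called without each of the 6 libraries, and GZMB not without tdTomato NT replicate 2 (adjusted p = 0.120). LOC286059 and PINCR lost their call without each of the 6, and NME1-NME2 and MUC19 without 5 of them, and LSMEM1 not without SIK3 NT replicate 3 (0.0723). It was 75 with leukocyte marker genes left out, an alternative added after the data were seen.

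**Figure D4:**
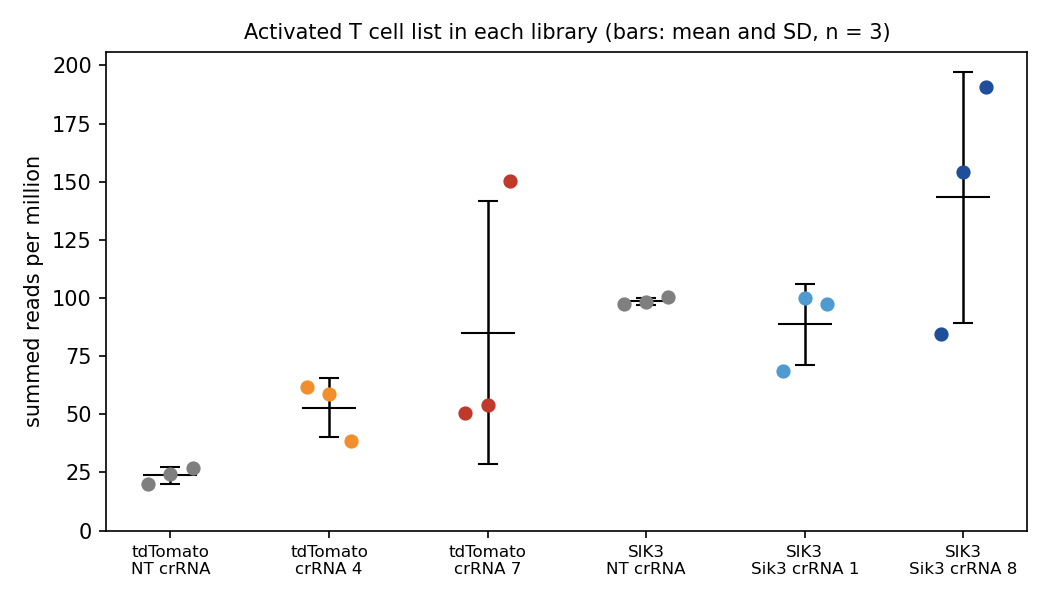
Summed CPM of 29 genes of activated T cells in each of the 18 libraries, by group, with the mean and SD of each group. The tdTomato NT libraries average 23.7 CPM and the SIK3 NT libraries 98.6 CPM, and the 3 tdTomato crRNA 7 libraries lie at 50.6, 54.2 and 150.3 CPM.

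Whether the response depends on the target was tested as an interaction over all 18 libraries, the mean effect of the Sik3 crRNAs minus that of the tdTomato crRNAs. EGR1 was upregulated less with the Sik3 crRNAs, by a difference of -1.33 on the log2 scale (SE 0.20, limma adjusted p = 0.0119). FOS differed by -1.0 (SE 0.22, adjusted p = 0.067) and SOCS1 by 0.46 (adjusted p = 0.822), and neither passed. HSPA6 differed by -6.33 (SE 0.40, adjusted p = 2.45e-07) and SIK3 by 1.72 (SE 0.23, adjusted p = 0.0058). The contrast also carries any difference between the 2 NT groups. For HSPA6 that difference was 7.76, with means of 139 CPM in SIK3 NT and 0.411 CPM in tdTomato NT. Its means in the 4 targeting groups lay between 0.822 and 5.53 CPM. Its interaction therefore follows the plasmid comparison and does not by itself show a response to targeting that depends on the target. IFNG (-7.58, a fitted value that depends on the pseudocount, since tdTomato NT had 0 reads), IL2RA (-3.41), LOC108783645 (-2.70) and SMIM2 (-2.38) were lower. The peptide hormone gene UCN (1.58) and NME1-NME2 (2.01) were higher. In all 4 genes were higher and 27 lower of 17315, and 2237 had an unadjusted p under 0.05. DNAJB1 differed by -0.83 (adjusted p = 0.000203), under the fold threshold. Without SIK3 NT replicates 1, 2 and 3 the count was 18, 5 and 15, without tdTomato crRNA 4 replicates 1 and 3 it was 19 and 51, without tdTomato crRNA 7 replicates 2 and 3 it was 19 and 20, and without Sik3 crRNA 8 replicates 1 and 3 it was 19 and 18. EGR1, HSPA6 and SIK3 were called without each of the 18 libraries, while IFNG and IL2RA lost their call without 16 of them, UCN without 15, NME1-NME2 without 13, LOC108783645 without 12 and SMIM2 without 9 (with the genes tested kept as with all libraries). With total-count scaling the count was 50 and with leukocyte marker genes left out 27.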

Values the study reported

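The study reports 509 DEGs common to its 4 comparisons, all upregulated.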

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

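The tests of exon length and exon number correction, background density, nuclear RNA, SIK3 and leukocyte transcripts, and the counts of other splits, were chosen only after the result was seen, while those of depth, scaling and neighbouring genes were not. The requirement that a scaling move the median of all genes by 0.1 to count as a test was also added after.

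A difference between the targets in the targeting effect, tested as an interaction, flagged 31 genes, and it flagged each of the following log2 differences (Sik3 minus tdTomato). They are NME1-NME2 at 2.01, SIK3 at 1.72, UCN at 1.58, IFNG at -7.58, HSPA6 at -6.33, IL2RA at -3.41, LOC108783645 at -2.70 and SMIM2 at -2.38. Of 100 splits of the libraries, 4 gave as many genes, the real one included. That share lies under 0.05, but it does not exclude chance, because splits can carry the difference between the plasmids into the contrast. It also asks that the libraries are independent. The count itself ran from 5 to 51 with 1 library left out. The highest other split gave 159 genes, which points to a structure of the samples. In the 3 splits with more genes than the real one (159, 67 and 43) all 3 SIK3 NT libraries carried the tdTomato label, so that the difference between the plasmids entered the contrast, and the splits are not free of every effect. For the 7 comparisons of 3 against 3 libraries the splits are too few for a share under 0.05, as 1 of 10 is the real one. The real counts were 1243, 1784, 679 and 1282 genes with tdTomato crRNAs 4 and 7 and Sik3 crRNAs 1 and 8, where the highest other split gave 0 by limma. They were 32 and 31 between the crRNAs of a target (highest other 0) and 92 between the plasmids (highest other 2). With both crRNAs of a target pooled, 1662 genes were called for tdTomato and 1085 for Sik3, each in 1 of 84 splits, with 1 and 29 as the highest others, and the 454 common genes stood in 1 of 100 splits with 0 as the highest other. For these 3 counts chance can be excluded only if the libraries of a group are independent, which the labels do not state. Other splits mix NT with targeting libraries, which widens the spread within groups and lowers their counts. A difference between single cultures or batches would not be seen by the splits.

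More genes rose than fell with every targeting crRNA. The imbalance was larger among changes of at least 2-fold than with no fold threshold, where 2642 rose and 1527 fell with tdTomato crRNA 4, 3530 and 2736 with crRNA 7, 1620 and 450 with Sik3 crRNA 1 and 3176 and 2156 with Sik3 crRNA 8. The shares that follow are of changes of at least 2-fold. The tables argue against depth, since at least 95.5% of DEGs rose after thinning to the smallest library. Scaling cannot be told apart from a change in the RNA itself. At least 94.8% rose under both other scalings, but these moved the median of all genes by at most 0.063, and all are computed within the libraries, so that a shift shared by all genes would not be seen. The tables argue against loss of long transcripts as the whole cause, since at least 87.5% rose after a correction for exon length and at least 81.8% after one for exon number (846 up and 120 down with tdTomato crRNA 4), although the correlation with length predicted beforehand was present in all 4 comparisons. Scaling, background reads and RNA integrity stay open. Short-lived transcripts from the divergent side of active promoters may also account for part of the imbalance. Low genes starting within 1 kb of an active promoter on the other strand had medians of 0.68, 0.76, 0.41 and 0.49. Other low genes had 0.16, 0.15, 0.11 and 0.12, a difference of at least 0.30. The sets differ in gene type: with tdTomato crRNA 4, 190 of 427 divergent genes were lncRNAs against 394 of 3562 others. Among protein-coding genes the medians were 0.33, 0.36, 0.14 and 0.17 against 0.13, 0.13, 0.087 and 0.12. Among lncRNAs they were 0.96, 1.02, 0.59 and 0.78 against 0.39, 0.27, 0.22 and 0.19. Part of the pooled difference thus goes with gene type. RNA integrity was not tested and cannot be separated from targeting here. The study reports that ribosomal RNA was cleaved in these cells with targeting crRNAs and not with NT crRNA. The small noncoding RNAs RN7SL1 to RMRP named above had mean shares of reads of 5.96% to 8.30% in the targeting groups. With NT crRNA these shares were 3.99% and 4.07%, a difference that does not tell integrity from a response to targeting. A transcriptional response to targeting, which the design names, was not separately tested.

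SIK3 reads were higher in the libraries labelled with Sik3 crRNAs than with SIK3 NT. A swap of labels between NT and targeting libraries is argued against by FOS, which is at least 5.94 higher on the log2 scale in the libraries labelled Sik3 crRNA, as it is with both tdTomato crRNAs. Different amounts of target plasmid could give the ratio of 2.65 or more between the means, and cannot be told apart from an effect of the crRNA, because 0 other genes borne on the plasmid are in the table. A change in how SIK3 RNA is processed or recovered after crRNA binding, the biological alternative given by the design, was not tested.

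Transcripts of leukocytes were present outside the tdTomato NT libraries, except in tdTomato crRNA 4 replicate 3, which had 0 reads of PTPRC, CD2, IL2RA, IFNG and GZMB and a list sum of 38.4 CPM. In a list of 29 activated T cell genes, 23 had all 3 SIK3 NT libraries above all 3 tdTomato NT libraries (chance gives 5% in this direction), and 11 of 21 tested members were called higher. That list was chosen after such transcripts had been seen, so these counts describe the pattern and do not test it. In the immune and blood list written before the data were examined, 3 of 10 members (PTPRC, CD3E and CD68) had all 3 above all 3, which lies between the bounds of 20% and 50% and does not decide for or against RNA or reads from other cells. PTPRC reached 15.1 ± 7.85 CPM (SD, n = 3) with Sik3 crRNA 8 and TMSB4X 33.4 with Sik3 crRNA 1, and 8 members exceeded 1 CPM in tdTomato NT as well. Induction by the SIK3 plasmid cannot be told apart from other sources in the SIK3 NT libraries, since plasmid and group coincide there. The tdTomato crRNA 7 libraries, which had no such plasmid, summed to at least 2.14 times the tdTomato NT mean, but they differ from it in the crRNA. Cells and reads carried over from other libraries were not separated, and no biological explanation was tested.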

How the results depend on the processing

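Leaving out leukocyte genes, limma-voom and keeping the genes tested when a library is left out were tests chosen only after the result was seen. Of 283 counts, SIK3 levels and length trends under other settings, 227 kept their direction and stayed within the limits set for a change, 2 SIK3 levels came under an adjusted p of 0.05 and 54 moved. With 1 library left out, 217 of 282 did, 64 moved and 1 reversed. Of 2917 values of called named genes under other settings 98 lost their call, 58 of them with a pseudocount of 1, and of 1307 with a library left out 81 did, none reversing. Of 168 list medians 167 kept their direction and call under other scalings. The cause of the changes was not tested, except that fewer or more genes pass stricter or looser thresholds by construction.

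With total-count scaling the interaction gave 50 genes. With no filter the downregulated counts were 47 for tdTomato crRNA 4, 27 for Sik3 crRNA 1 and 96 for Sik3 crRNA 8, and Sik3 crRNA 8 against 1 gave 18. A block of the title numbers gave 20 genes for tdTomato crRNA 7 against 4 and 50 for Sik3 crRNA 8 against 1. A block of the description numbers gave 39 downregulated genes for tdTomato crRNA 4, where SIK3, at -0.32, had an adjusted p under 0.05 but not a 2-fold change. With no fold threshold the counts up and down were 2642 and 1527 for tdTomato crRNA 4, 3530 and 2736 for crRNA 7, 1620 and 450 for Sik3 crRNA 1, 3176 and 2156 for Sik3 crRNA 8, and 1123 and 236 in common. The other comparisons then gave 64 (tdTomato crRNAs), 126 (Sik3 crRNAs), 335 (plasmids) and 79 (interaction). A test against a fold of 1.5 gave 524 and 1, 1084 and 16, 250 and 5, 739 and 9 in the same order, with 165 in common upwards, and 0, 1, 34 and 1 for the other comparisons. A pseudocount of 1 gave 677 and 3, 1034 and 13, 377 and 5, 745 and 7, and 273 in common. limma-voom gave 49 downregulated genes for tdTomato crRNA 4, 56 and 59 between the crRNAs of tdTomato and of Sik3, and SIK3 at -0.33 with an adjusted p under 0.05, again under 2-fold. camera with an estimated correlation, which has few degrees of freedom here, gave 0 of 31 list calls. The length trend among protein-coding genes was -0.24, -0.31 and -0.25 for tdTomato crRNAs 4 and 7 and Sik3 crRNA 1. Among genes at or above the median expression it was -0.39, -0.33 and -0.48 for tdTomato crRNA 7 and Sik3 crRNAs 1 and 8.

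With 1 library left out, tdTomato crRNA 4 gave 731 to 1176 up and 14 to 39 down, crRNA 7 1244 to 1686 and 58 to 110, Sik3 crRNA 1 383 to 675 and 6 to 24, and Sik3 crRNA 8 866 to 1263 and 30 to 86. Upregulated immediate early genes numbered 18 to 22, 19 to 24, 17 to 21 and 21 to 24. The tdTomato crRNAs differed in 5 to 100 genes, the Sik3 crRNAs in 0 to 37, the plasmids in 3 to 108 and the interaction in 5 to 51. With a library left out and the genes tested kept as with all libraries, the counts that moved were 41 downregulated without tdTomato crRNA 4 replicate 3, 9 and 24 with Sik3 crRNA 1 without SIK3 NT replicate 3 and crRNA 1 replicate 1, and 93 without Sik3 crRNA 8 replicate 3. Between the tdTomato crRNAs they were 99, 8, 21, 0 and 0, between the Sik3 crRNAs 6, 16, 1 and 5, between the plasmids 56, 56 and 43, and for the interaction 5, 14, 15, 18, 19, 20 and 51. Common genes numbered 316 to 458 up and 0 down by limma. SIK3 lay at -0.40 to -0.19 with tdTomato crRNA 4, 1.35 to 1.65 with Sik3 crRNA 1, 1.34 to 1.59 with Sik3 crRNA 8 and 5.44 to 5.71 between plasmids. With tdTomato crRNA 7 it lay at -0.32 to 0.038, reversing without tdTomato crRNA 7 replicate 1. The length trend lay at -0.31 to -0.26, -0.36 to -0.31, -0.30 to -0.26 and -0.41 to -0.37. Other scalings moved the median of all genes by at most 0.063. With leukocyte genes left out there were 452 common genes and 12 downregulated with Sik3 crRNA 1. Residuals of libraries with the same replicate number correlated at 0.04 to 0.21 where the description numbers were used for tdTomato crRNA 4 and at -0.21 to -0.04 there with the title numbers. By the description numbers, 6 of 6 libraries correlated best with their own number in each of the 4 main comparisons. By the title numbers 0 of 6 did with tdTomato crRNA 4. In no comparison did more than 2 of the 3 pairs exceed 0.1, and none met the rule for pairing. A weak replicate effect that follows the description numbers stays open, and the main fits have no block. edgeR, DESeq2 and a scaling to mitochondrial mRNAs were not run, the last because the table lacks those genes. The table gives FPKM, but the reads recovered from it were used in limma-voom, so leaving out edgeR and DESeq2 was a choice. Depth and the spread between libraries limit small differences: of 50 simulated changes of 1.5-fold 25 passed the adjusted p, and of 50 of 2-fold 42 did.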

Other observations

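The tests of genomic background density and nuclear RNA were chosen only after the result was seen, while that of neighbouring genes was not, except for leaving out divergent genes.

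A few further groups describe the response. Low genes starting divergently from an active promoter were upregulated in 32.1%, 40.8%, 17.4% and 26.8% of cases with tdTomato crRNAs 4 and 7 and Sik3 crRNAs 1 and 8, against 12.9%, 18.5%, 7.30% and 13.2% of other low genes. These shares were not split by gene type. With tdTomato crRNA 4 the divergent set held 190 lncRNAs of 427 genes, and the other set 394 of 3562. Epithelial genes summed to 12.1 to 13.2 CPM in all 6 group means and hepatocyte genes to 4.82 to 7.82 CPM. ALB, which fell with tdTomato crRNA 7 and with both Sik3 crRNAs, thus belongs to a list with low levels throughout. With Sik3 crRNA 1 it was not called with no filter (limma adjusted p = 0.102), in 1 fit of all 18 libraries (0.0601) or by limma-voom (adjusted p = 0.0624). CEBPB and GDF15 rose with all 4 crRNAs.

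Further explanations for more genes rising than falling were tested. Background reads could raise silent genes and stay open. The 518 olfactory, keratin-associated and taste receptor genes had a mean FPKM in targeting libraries of 10.0%, 7.39%, 8.69% and 5.61% of the median rise of the upregulated genes, where under 10% in all 4 comparisons would have argued against them. Their share of reads was 1.49, 1.29, 1.43 and 1.19 times that with NT crRNA, within neither bound set beforehand. The list mean includes 6, 7, 3 and 6 members that were upregulated themselves. Members under 0.1 CPM with NT crRNA reached at most 0.67% of that rise, and the whole list at most 6.61% of the median rise of the common genes, both measures that were tried beside the first. Transcription past the ends of neighbouring genes is argued against as the whole cause. Low genes downstream of an active gene had a median below that of those upstream only, a difference of -0.26 to -0.03, and of -0.20 to 0.036 with divergent genes left out. A part played by it stays open, since downstream genes had medians of 0.33, 0.42, 0.26 and 0.35 against 0.080, 0.0018, 0.028 and -0.0075 for low genes with neither neighbour. A larger share of nuclear RNA is argued against as the whole cause by the 8 tested members of the nuclear lncRNA list. Their median was at most 0.23 in any comparison, with an SD over members of 0.38 to 0.70. A part played by it stays open, since NEAT1 and MIAT rose with tdTomato crRNA 7, while 6 members did not pass there.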
